A study of Homo sapiens with 8 samples. Its data were reported in "MEF2C controls lysosomal and lipid clearance programs linked to Alzheimer’s disease risk in macrophages" (2026).

How the data were processed

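The data were 8 ATAC-seq libraries of untreated iMGLs from the WTC11 line, 4 from MEF2C-KO clones and 4 from WT clones, all from 1 differentiation and collected on day 27 per the labels. Genotype was taken from the labels. Replicate numbers name the clones in the order of their records. The study processed each WT clone together with a KO clone, but the labels do not say which, so the tests ignore this pairing.

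Per the study's methods, the authors ran the nf-core/atacseq pipeline with its default settings. The deposited files are MACS narrow peak lists, 1 per library, so peaks were called in each library and not on pooled samples. The aligner, the read filters, any shift of reads for the transposase offset and the MACS version are not stated for these files. The smallest -log10 q in each list was 1.30 to 1.31, so the authors had kept peaks with a q-value under 0.05. Column 7 of each deposited list is the authors' fold enrichment, a ratio of the fragment pileup at the summit to the local expected coverage of that library. Columns 8 and 9 are the authors' -log10 p-value and -log10 q-value, and column 5 is their integer score, which was not used. None of these values is normalized between libraries. A wide or deep library yields more and wider peaks and higher -log10 p at the same accessibility, so values were compared between libraries only as ranks within their own list or as presence of a peak. The fold enrichment divides by a local background and falls where neighbouring signal is high, which can lower the rank of a summit inside a broad open domain.

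Chromosome names in the files are those of hg38, every name and end coordinate lies within the hg38 reference sequence, and that reference was used with the GENCODE release 44 annotation. Coordinates are 1-based. Peaks on the 22 autosomes and X were analysed. Peaks of all 8 libraries that shared at least 1 base were merged (121761 regions, the same number as with bedtools 2.31.1), and regions called in 2 or more libraries were kept, as is the default of the consensus step the study used. A region was KO-only with a peak in 4 of 4 KO and 0 of 4 WT libraries, and WT-only in the reverse case. The study tested read counts with DiffBind. Read counts were not used here, so presence and rank took their place, and differences in peak height are seen only where they change the order of peaks within a library.

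The number of peaks and covered bases were compared by an exact permutation test over all 70 assignments of genotype, two-sided. The grouping of the peak sets was tested over the 35 distinct splits of the libraries, one-sided. For regions called in all 8 libraries the strongest peak of each library was ranked by fold enrichment, ranks were turned into normal scores, and KO was compared with WT by limma 3.58.1 (lmFit, eBayes with a trend) with Benjamini-Hochberg adjustment and a threshold of 0.05, in R 4.3.3. Percentiles given for a region are among all peaks of the library on the autosomes and X. The promoter regions (within 3000 bp of a start site) of 4 gene lists taken from the genes the study names (DLAM, microglial, BAM and proliferative) were tested as sets by fry in limma, and 7 other loci named by the study were examined singly. The study named many of the DLAM genes and the proliferative genes from expression in iMGLs, so for these lists a count adjusted over the list alone is not independent evidence. It took up most of the microglial and BAM genes as known markers. Promoter and motif shares were compared by Fisher's exact test, two-sided, against the other regions called in exactly 4 libraries, which could have met the same criterion, with 95% intervals. Regions that share a test are neighbours on the genome in part, and a p-value over regions describes these 8 libraries and not the spread between clones. Motifs were 12 IUPAC consensus patterns searched on both strands within 100 bp of the summit of the strongest peak, which is a simpler search than the weight matrices of HOMER, used in the study.

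Depth was gauged from the peaks. A MACS fold and p-value together fix the fragment pileup and the expected coverage at the summit, and solving for both gave whole pileups at all peaks. The smallest expected coverage in a library is its genome background, at which 17.9% to 23.1% of its peaks lay. This measure counts fragments and says nothing of duplicates. As a check for a library deposited more than once, recovered pileups were compared between all pairs of libraries. The chi-square per region was 1.14 to 2.40, and no pair of peak sets had a Jaccard index above 0.699, so no list was a copy of another. These values do not tell a repeat of one sample from a separate clone, and the libraries were taken as separate because the labels name 8 clones.

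Genes and regions named in the text follow a rule set in advance: MEF2C; listed genes whose promoter region was KO-only, WT-only or past the rank threshold, and LGALS3, GPNMB and NR1H3 in any case; the 5 KO-only and 5 WT-only regions with the highest percentile in the weakest of their 4 libraries; and the 5 largest gains and 5 largest losses in rank among regions past the threshold with no overlap between genotypes. TREM2, CCR2, FCGR3A and LYVE1 fell outside the rule and were named after their values were seen, because they were past the threshold over their list alone.

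Alternatives set before the data were examined were a stricter threshold of -log10 q of at least 5, all sequences, the same number of top peaks in each library (77251), summits with 250 bp on each side, other definitions of presence and overlap, ranks by -log10 p, plain percentiles, array weights, regions called in 4 or more libraries, promoters of 1000 bp, other motif windows and backgrounds, and each library left out in turn. Ranks by the recovered pileup, the number of peaks as a covariate, removal of each library's trend with GC content over 50 groups of regions and the limit to promoter regions were chosen after seeing the data. Matching on GC content used 10 groups and the Mantel-Haenszel test.

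The steps were tested on simulated data. With 200 of 54926 simulated regions shifted by 1 on the normal-score scale, the rank comparison recovered 64 (32%), all with the right sign, with 5 false calls, and the median estimated shift was 1.02. Most shifts of that size were therefore missed in the simulation. Its noise was independent between regions and few regions were changed, so the share recovered in the real libraries may differ. The motif search found 600 of 600 planted motifs, and the presence comparison found 200 of 200 planted KO-only and 150 of 150 planted WT-only regions. Both planted exact patterns with no missed peaks, so full recovery was fixed in advance. They check the code and not how often weak peaks are detected. Other software was python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.

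Peaks on Y and on unplaced sequences (148 to 191 per library) were left out of the comparisons. The RNA-seq, single-cell, imaging and cytometry data of the study were not used here.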

Results

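Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and the fragments between cuts are sequenced, in microglia-like cells (iMGLs) differentiated from WTC11, an established human induced pluripotent stem cell line. The 8 libraries came from untreated iMGLs of 1 differentiation collected on day 27. 4 libraries were from clones in which the transcription factor gene MEF2C had been knocked out (KO) and 4 were from wild-type (WT) clones, and each clone was 1 replicate. The measurements were lists of peaks, which are intervals where fragments pile up above the local background, called by the authors in each library separately. The fold enrichment, p-value and q-value of a peak are the authors' values for that peak and were used only to rank or filter peaks within their own list.

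The number of peaks on the autosomes and X was 86697, 85970, 77251 and 87633 in KO replicates 1 to 4 and 88462, 83675, 78686 and 79857 in WT replicates 1 to 4. The genotypes did not differ in this number, with 84388 ± 4806 peaks in KO and 82670 ± 4410 in WT (SD, n = 4 each; exact permutation test, two-sided, p = 0.629). Peaks covered 66.0 ± 4.50 Mb in KO and 63.8 ± 5.82 Mb in WT (SD, n = 4 each; exact permutation test, two-sided, p = 0.629), with a median width of 693 ± 25.5 bp and 680 ± 29.9 bp. The smallest p that 4 against 4 libraries can give in this test is 0.0286. Of the alternatives tried, leaving out KO replicate 3 moved the difference in peak number most, to 4097 more peaks in KO (exact permutation p = 0.229). Total read numbers were not used here. The genome background coverage recovered from the peaks, which scales with depth, lay between 2.33 and 2.75 fragments in the 8 libraries and averaged 2.59 ± 0.115 in KO and 2.59 ± 0.184 in WT (SD, n = 4 each; exact permutation p = 0.914). Differences between libraries in how much was called were therefore not aligned with genotype.

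MEF2C, the targeted gene, was looked at first. A peak list shows whether the chromatin at a gene is open and cannot show whether its coding sequence was edited, so it offers no direct check of the genotype labels. Peaks were present at MEF2C start sites in all 8 libraries, and 9 promoter regions of the gene were called in every library. None of the 9 was past the adjusted threshold of the rank comparison described below, and 1 had an unadjusted p under 0.05. That region lies in an intron of MEF2C on chromosome 5 from 88729486 to 88730204 (hg38), 215 bp from a start site. Its fold enrichment was at percentile 28.3, 39.8, 31.8 and 29.4 of the peaks of KO replicates 1 to 4 and at percentile 41.2, 52.0, 53.6 and 42.7 in WT replicates 1 to 4. The shift on the normal-score scale was -0.50 (SE 0.18; limma, adjusted p = 0.251).

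To ask whether the peak sets grouped by genotype, the overlap of each pair of libraries was measured by the Jaccard index, the bases shared by both peak sets over the bases in either. The index averaged 0.679 ± 0.0127 over the 6 pairs of KO libraries, 0.668 ± 0.00697 over the 6 pairs of WT libraries and 0.647 ± 0.0163 over the 16 pairs of different genotype (SD over pairs, which share libraries). Pairs of the same genotype were more similar by 0.0264 on average. Of the 35 ways to split the 8 libraries into 4 and 4, none gave a larger difference than genotype, so the exact permutation test, one-sided, gave its smallest possible p, 0.0286. Leaving out KO replicate 2 or KO replicate 3 raised this exact permutation p to 0.0571. WT replicate 1 was as similar to the KO libraries (mean index 0.669) as to the other WT libraries (0.669), whereas the other 3 WT libraries had mean indices from 0.637 to 0.646 with KO libraries and from 0.664 to 0.673 with WT libraries. In a principal component analysis of the within-library ranks the first component held 25.8% of the variance, and WT replicate 1 lay between the KO libraries and the other 3 WT libraries on it. The recovered pileup did not place it so. In the regions called in all 8 libraries, the chi-square per region between 2 libraries was 1.14 to 1.396 from WT replicate 1 to the other WT libraries and 1.88 to 2.16 from it to the KO libraries, and all pairs of the same genotype (at most 1.79) were closer than all pairs of different genotype (at least 1.85).

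**Figure D1:**
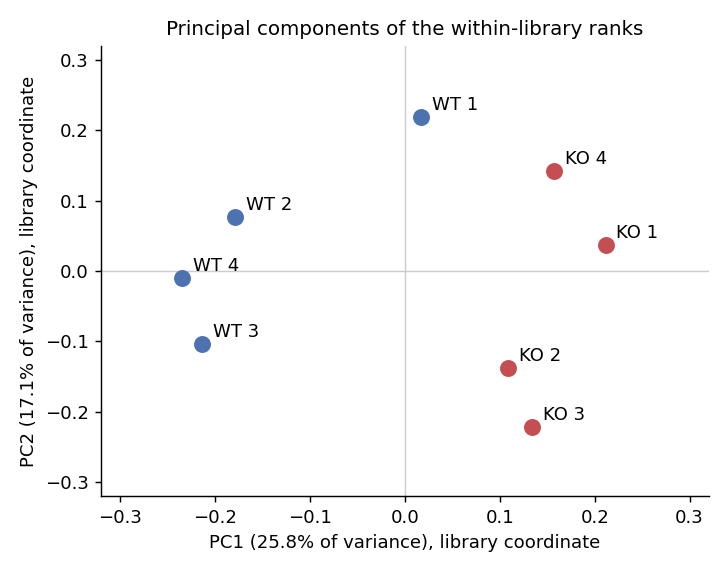
Position of the 8 libraries (KO red, WT blue) on the first and second principal component of the normal scores of the peak ranks in the 54926 regions called in every library; both axes are library coordinates without a unit, with the share of variance on the axis. The KO libraries lie between 0.108 and 0.212 on the first component, WT replicate 1 at 0.0168, and the other 3 WT libraries between -0.235 and -0.179.

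Merging the peaks of the 8 libraries gave 121761 regions. 99741 of these were called in 2 or more libraries and 54926 (55.1% of the 99741) in all 8. The question of which regions opened or closed with loss of MEF2C was first addressed by presence. 538 regions had a peak in all 4 KO libraries and in no WT library (KO-only), and 743 had a peak in all 4 WT libraries and in no KO library (WT-only). Together these were 1281 regions, or 19.4% of the 6603 regions called in exactly 4 libraries. For the 68 other choices of 4 libraries, the number of regions called in those 4 alone ranged from 18 to 352 with a median of 58.5. With Fisher's exact test a region present in 4 of 4 against 0 of 4 libraries cannot go below p = 0.0286, so no single region could pass an adjustment over all regions and no p is given per region. The counts moved most, to 1894 KO-only and 1720 WT-only regions, when a peak in 3 of the 4 libraries was enough. Leaving out WT replicate 1 gave 1156 KO-only regions and leaving out KO replicate 4 gave 1123 WT-only regions. Only the 3 other libraries of the opposite genotype then had to lack a peak. That does not account for all of the rise. Leaving out WT replicates 2, 3 or 4 gave 757, 683 and 722 KO-only regions. Leaving out KO replicates 1, 2 or 3 gave 940, 974 and 816 WT-only regions. The excess of WT-only over KO-only regions did not hold in 5 of the 16 alternatives. These were a peak in 3 or 4 libraries against 0, a peak in 4 libraries against 0 or 1 (1700 KO-only and 1620 WT-only), peaks with -log10 q of at least 5 (677 and 644), and the sets without KO replicate 3 (1087 and 816) or without WT replicate 1 (1156 and 909).

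**Figure D2:**
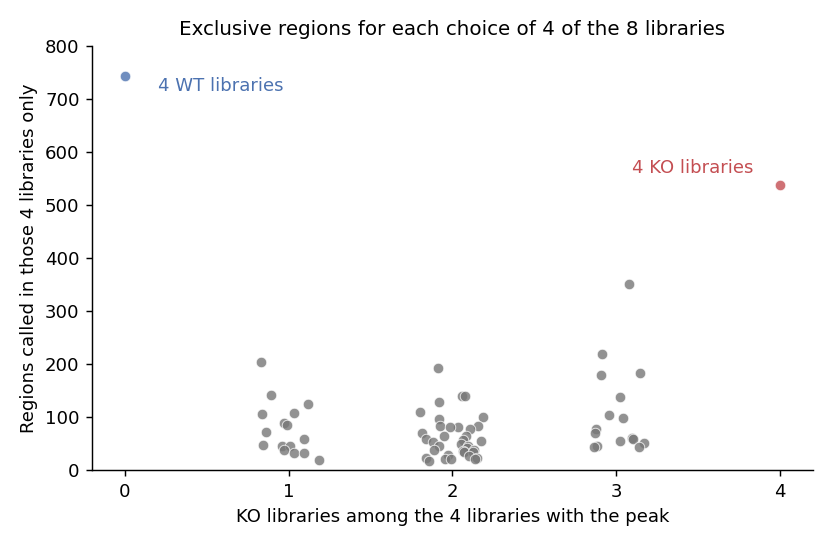
Number of regions called in exactly the 4 chosen libraries (vertical axis, regions) for each of the 70 choices of 4 of the 8 libraries, by the number of KO libraries among the 4 (horizontal axis; points are spread sideways for legibility). The choice of all 4 WT libraries (blue, 743 regions) and of all 4 KO libraries (red, 538) lie above the 68 mixed choices (grey), which reach at most 352.

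KO-only and WT-only regions were weak compared with regions called everywhere. The highest fragment pileup recovered for a region had a median of 27 fragments in KO-only regions, 29 in WT-only regions, 23 in the other regions called in 4 libraries and 88 in regions called in all 8. Regions with few fragments are those where a peak can be missed by sampling, so the absence of a peak means that it was not detected at this depth and not that the region was closed.

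The 5 KO-only regions that ranked highest in the weakest of their 4 libraries were all intergenic. They lie on chromosome 14 from 97594188 to 97594923 (nearest protein-coding start site VRK1), chromosome 10 from 33876424 to 33877250 (PARD3), chromosome 10 from 61486458 to 61487319 (TMEM26), chromosome 20 from 6955846 to 6956911 (BMP2) and chromosome 13 from 97202660 to 97203381 (MBNL2), all in hg38. The VRK1 start site is 651931 bp away and the MBNL2 start site 18477 bp away, the farthest and the nearest of the 5. Their fold enrichment was at mean percentile 86.2 ± 8.68, 82.1 ± 5.12, 86.1 ± 7.30, 77.2 ± 6.73 and 77.0 ± 6.31 of the KO libraries' peaks, in that order (SD, n = 4). Each of the 5 held a match to the CEBP consensus TTGCNNAA within 100 bp of the summit, for instance TTGCACAA at 33876755 to 33876762 on the minus strand of chromosome 10.

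The 5 highest-ranking WT-only regions lie on chromosome 1 from 86137464 to 86138310 (intron of COL24A1), chromosome 7 from 120095890 to 120096797 (intergenic, nearest start site KCND2), chromosome 3 from 120755969 to 120756710 (intron of GTF2E1), chromosome 20 from 16069148 to 16070144 (intergenic, MACROD2) and chromosome 9 from 2570544 to 2571376 (intron of the noncoding gene VLDLR-AS1, within 3000 bp of a start site). Their mean percentiles in WT were 96.1 ± 2.61, 93.6 ± 2.36, 94.1 ± 3.62, 95.1 ± 4.27 and 91.3 ± 4.76 (SD, n = 4). The region in GTF2E1 held the MEF2 match TTATTTTTAG at 120756157 to 120756166. Among the listed genes, 1 had an exclusive promoter region. It was ITGAX, with a WT-only region in an untranslated exon on chromosome 16 from 31357664 to 31358102, 1932 bp from the nearest start site, at percentile 6.08 ± 3.59 of the WT libraries' peaks (SD, n = 4). ITGAX promoter regions from 31351606 and 31354500 were called in all 8 libraries and ranked higher. Their mean percentiles were 31.4 and 20.2 in KO and 22.5 and 22.7 in WT. Neither was past the threshold of the rank comparison below (limma adjusted p = 0.488 and 0.895).

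Regions called everywhere cannot differ by presence, so the rank of their fold enrichment within each library was compared with limma. Of the 54926 regions called in all 8 libraries, 408 had a Benjamini-Hochberg adjusted p under 0.05. 197 of them ranked higher in KO and 211 ranked lower. Over all tested regions, the 4 KO and the 4 WT values did not overlap in 6.66%, where chance gives 2.86%. The median size of the shift in the 408 regions was 1.13 on the normal-score scale. Ranking by the recovered pileup in place of the fold enrichment moved the count most, to 4395 regions. Leaving out KO replicate 1 gave 100 regions, the lowest of the 8 fits that each left out one library. Leaving out WT replicate 2, WT replicate 3, KO replicate 2 or WT replicate 4 gave 151, 155, 212 and 219 regions, and plain percentile ranks gave 141. Of the 408 regions, 92 were past the threshold without KO replicate 1, 130 without WT replicate 3, 133 without WT replicate 2 and at most 259 (without KO replicate 4) in the other fits of this kind.

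The largest shift was a loss. A region on chromosome 7 from 113774090 to 113775459 (intergenic, 144539 bp from the PPP1R3A start site) was at mean percentile 51.6 ± 6.13 in KO and 98.7 ± 0.690 in WT (SD, n = 4 each; shift -2.56, SE 0.20, limma adjusted p = 0.000168). It held the MEF2 match CTAAATTTAA at 113774514 to 113774523, a CEBP match (TTGCCAAA at 113774396 to 113774403) and a RUNX match. The next was on X from 19350668 to 19351626, where the summit lies in a coding exon of PDHA1, at 20.5 ± 7.29 in KO and 85.1 ± 2.32 in WT (shift -2.24, SE 0.18, limma adjusted p = 0.000168, n = 4 each). The other 3 regions with the largest losses had shifts of -2.12, -2.10 and -2.07. They lie in an intron of TDRD7 (chromosome 9 from 97468531 to 97469497), in intergenic sequence nearest to UBXN2B (chromosome 8 from 58321377 to 58322205) and in an intron of NLK (chromosome 17 from 28097271 to 28098525).

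The largest gain was on chromosome 3 from 106242634 to 106243361 (intergenic, 373410 bp from the CBLB start site), at mean percentile 97.5 ± 1.21 in KO and 57.4 ± 17.6 in WT (SD, n = 4 each; shift 2.03, SE 0.25, limma adjusted p = 0.00664). The other 4 regions with the largest gains had shifts of 1.99, 1.97, 1.87 and 1.86. They lie in introns of INTS9 (chromosome 8 from 28826488 to 28827579) and ODAD2 (chromosome 10 from 27843890 to 27844917) and in intergenic sequence nearest to ADAMTS5 (chromosome 21 from 27890839 to 27891838) and SDR9C7 (chromosome 12 from 56876425 to 56877928). The region in ODAD2 (limma adjusted p = 0.0248) was no longer past the threshold in 4 of the 8 fits that each left out one library, with adjusted p up to 0.0693, nor with plain percentile ranks (0.0790) or the number of peaks as a covariate (0.0544).

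**Figure D3:**
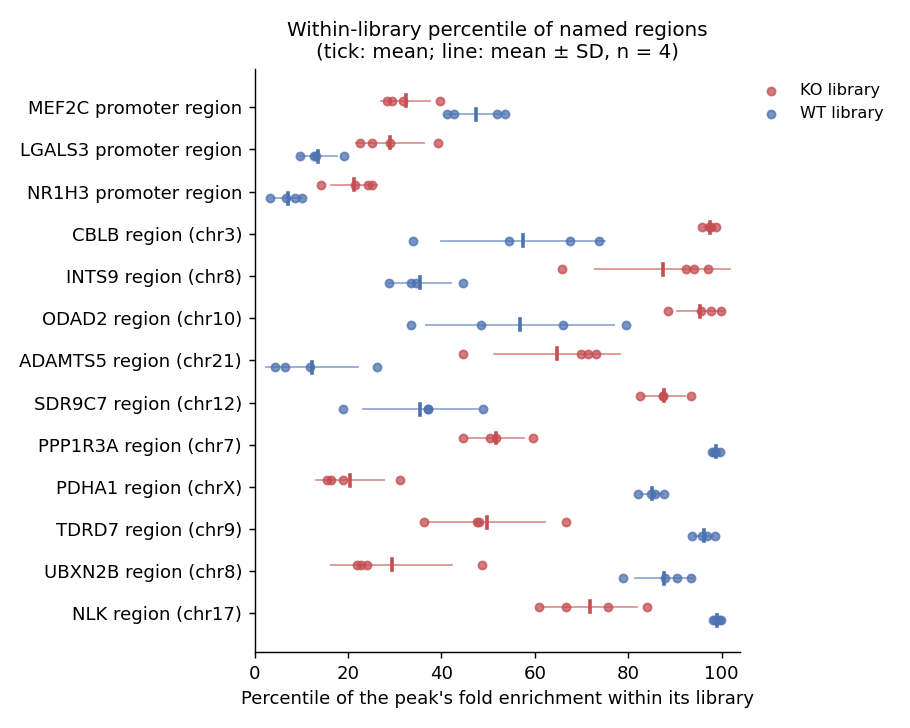
Percentile of a region's fold enrichment among all peaks of its library (horizontal axis, percentile from 0 to 100) for 3 promoter regions and for the 10 regions with the largest rank shifts, named by the nearest protein-coding start site; points are the 4 KO (red) and 4 WT (blue) libraries, ticks are means and lines are mean ± SD. The KO and WT points do not overlap in any of the 13 regions, and the smallest shifts are those of the MEF2C (-0.50), LGALS3 (0.59) and NR1H3 (0.68) promoter regions, which were not past the adjusted threshold.

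The study used ATAC-seq to look into how genes of disease- and lipid-associated microglia (DLAM) are activated, and examined their promoters. Over all tested regions, none of the 38 promoter regions of the 19 DLAM genes called in all 8 libraries was past the threshold, and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 2 were past it, but 1 was without KO replicate 4 and 0 were when any of the other libraries was left out. The first was a region in an intron of NR1H3 on chromosome 11 from 47254386 to 47255237, 2580 bp from the nearest start site. It was at mean percentile 21.3 ± 5.02 in KO and 7.13 ± 3.01 in WT (SD, n = 4 each; shift 0.68, SE 0.17, limma adjusted p = 0.0822 over all regions and 0.0217 over the list alone). The second lies at TREM2 on chromosome 6 from 41161862 to 41163545 and ranked lower in KO, at 6.56 ± 4.68 against 21.3 ± 3.01 (shift -0.73, SE 0.18, limma adjusted p = 0.0796 over all regions and 0.0217 over the list alone). Of 4 LGALS3 promoter regions, all in introns, 1 was called in all 8 libraries. This region, on chromosome 14 from 55129054 to 55130107, 393 bp from a start site, ranked higher in KO, at 29.0 ± 7.35 against 13.6 ± 3.92 (shift 0.59, SE 0.19, limma adjusted p = 0.205 over all regions and 0.0894 over the list alone). A second LGALS3 region, from 55125311 to 55126200, went the other way. It had no peak in KO replicate 3, and its percentile was 37.9 to 53.7 in the other 3 KO libraries and 53.9 to 64.1 in WT. The other 2, from 55139025 and from 55131672, were called in 3 KO libraries and 1 WT library and in 1 library of each genotype. These 3 regions were outside the comparison of regions called in all 8 libraries. When peaks were ranked by -log10 p the NR1H3 region and the LGALS3 region from 55129054 were past the threshold over all regions, with limma adjusted p of 0.0200 and 0.0208. Each stayed short of the threshold in 14 of 16 alternatives. Of the 16, 8 left out one library and kept the ranks by fold enrichment. Passing is harder with fewer libraries, so this count says little about other measures of peak strength. The lowest limma adjusted p in any of them was 0.00621 for the NR1H3 region and 0.00766 for the LGALS3 region. The 2 GPNMB promoter regions, on chromosome 7 from 23247437 to 23248633 and from 23272789 to 23273559, showed no shift beyond the replicate error (0.11, SE 0.21, limma adjusted p = 0.903, and -0.20, SE 0.24, adjusted p = 0.822). Without KO replicate 3 the shift of the first was -0.0653. The other 5 NR1H3 promoter regions had shifts from -0.55 to 0.25 with adjusted p of 0.391 or more. Among them, the regions from 47257677 and 47259303 lie closest to NR1H3 start sites (40 and 64 bp). They went opposite ways, with shifts of 0.22 and -0.55. The rest lie in neighbouring genes, whose start sites are the nearest. Those from 47244751 and 47248240 lie in ACP2 (175 and 30 bp from a start site) and that from 47268591 in MADD (54 bp).

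As a set, the promoter regions of the DLAM genes did not shift in rank in one direction, with a median of -0.0123 and 17 of 38 regions higher in KO (fry, two-sided, adjusted p = 0.905). No shift in one direction was found either in the 10 promoter regions of 4 microglial genes (median -0.00363, adjusted p = 0.526), the 10 regions of 8 border-associated macrophage (BAM) genes (median 0.00635, adjusted p = 0.526) and the 7 regions of 4 proliferative genes (median -0.123, 0 of 7 higher in KO, adjusted p = 0.526). For changes in either direction within a set, fry gave an unadjusted p of 0.000281 for DLAM, 9.13e-06 for BAM, 0.0667 for microglial and 0.849 for proliferative genes. That test does not set a list against other regions, and 6929 of all 54926 regions had an unadjusted p under 0.05. With peaks ranked by -log10 p the BAM set was past the threshold, with a median shift of 0.104, 8 of 10 regions higher in KO and an adjusted p of 0.0359. The sign of the median changed in the DLAM set without KO replicate 1, KO replicate 4, WT replicate 2 or WT replicate 3 (up to 0.0509), in the microglial set without KO replicate 3, KO replicate 4 or WT replicate 3 (up to 0.0432) and in the BAM set without KO replicate 3 or KO replicate 4 (down to -0.0101). None of the single regions of the microglial, BAM and proliferative lists was past the threshold over all regions, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 3 BAM regions were past it, at CCR2 and FCGR3A, which ranked higher in KO (0.61 and 0.70), and at LYVE1, which ranked lower (-0.75). This count was 0 without KO replicate 2 and 1 without KO replicate 1, KO replicate 4, WT replicate 2 or WT replicate 4. No region of the microglial or proliferative list was past the threshold adjusted over the list alone, and none of the 15 promoter regions at the 7 other loci was.

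Promoters, taken as regions within 3000 bp of a start site, made up 38.3% of the regions called in 2 or more libraries. Among the other regions called in exactly 4 libraries, which served as the background for KO-only and WT-only regions, 1574 of 5322 (29.6%) were promoters. The share was 120 of 538 (22.3%) in KO-only regions, an odds ratio of 0.684 (95% interval 0.549 to 0.847; Fisher's exact test, two-sided, adjusted p = 0.000644), and 202 of 743 (27.2%) in WT-only regions, an odds ratio of 0.889 (0.745 to 1.06; adjusted p = 0.183). With promoters of 1000 bp the odds ratio in KO-only regions was 0.765 and no longer past the threshold (adjusted p = 0.0967). It was also not past the threshold without WT replicate 1 (0.909) or KO replicate 3 (0.879). In WT-only regions the odds ratio was past it without KO replicate 2 (0.793).

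To ask which transcription factors the changed regions could bind, matches to 12 consensus motifs within 100 bp of the summit were counted, giving 24 tests over both sets. The MEF2 motif YTAWWWWTAR was found in 99 of 743 WT-only regions (13.3%) and in 168 of 5322 background regions (3.16%), an odds ratio of 4.72 (95% interval 3.59 to 6.17; Fisher's exact test, two-sided, adjusted p = 1.95e-25). In KO-only regions it was found in 5 of 538 (0.929%), an odds ratio of 0.288 (0.0918 to 0.690; adjusted p = 0.0074). The reversed MEF2 pattern, a control of the same base composition, was found in 14 of 743 WT-only regions (odds ratio 0.945, 0.497 to 1.67; adjusted p = 1). The RUNX motif was found in 65 of 743 WT-only regions (8.75%) and in 4.74% of the background (odds ratio 1.93, 1.43 to 2.58; adjusted p = 9.49e-05). The CEBP motif was found in 136 of 538 KO-only regions (25.3%) and in 12.9% of the background (odds ratio 2.29, 1.84 to 2.84; adjusted p = 2.53e-12). The odds ratio of MEF2 in WT-only regions was lowest, 2.85, with matches counted within 200 bp of the summit, and stayed past the threshold. That of MEF2 in KO-only regions was not past it within 200 bp of the summit (0.630, adjusted p = 0.0779). Nor was it when whole regions were scanned (0.8003, adjusted p = 0.317).

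The motif of the MITF and TFE family (CLEAR, TCACGTGA) was found in 1 of 538 KO-only regions and 13 of 5322 background regions, and the LXR motif in 0 of 538 and 1 of 5322. With so few matches the 95% interval of the CLEAR odds ratio ran from 0.0179 to 5.08, so a difference within it was not detectable. The wider E-box CACGTG was found in 19 of 538 KO-only regions (3.53%) against 157 of 5322 (odds ratio 1.20, 0.700 to 1.96; adjusted p = 0.683). Sites with any other core sequence were not counted by these fixed patterns. They are therefore no test of the MITF and TFEB enrichment that the study reported in promoters with HOMER. The CTCF motif was depleted in both sets, with 8 of 538 KO-only regions (odds ratio 0.209, adjusted p = 3.38e-07) and 13 of 743 WT-only regions (0.247, adjusted p = 1.82e-08) against 6.73% of the background. The remaining motif tests had adjusted p above 0.05, among them RUNX in KO-only regions (odds ratio 0.577, adjusted p = 0.116) and CEBP in WT-only regions (1.28, adjusted p = 0.0829). Each of the 2 was past the threshold under other settings. RUNX in KO-only regions kept its direction and side of the threshold in 4 of 14 alternatives, and CEBP in WT-only regions in 10 of 14. With one library left out, RUNX in KO-only regions was short of the threshold in only 1 of 8 fits. Its odds ratio there ran from 0.385 without WT replicate 1 (adjusted p = 1.84e-06) to 0.775 without KO replicate 3 (adjusted p = 0.296).

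The study examined motifs in promoters. With both sets and the background limited to promoter regions, a choice made after the data were seen, MEF2 was found in 25 of 202 WT-only promoter regions (12.4%) against 31 of 1574 (1.97%; odds ratio 7.03, adjusted p = 3.47e-09) and RUNX in 16 of 202 (odds ratio 2.57, adjusted p = 0.0323). CEBP was found in 25 of 120 KO-only promoter regions (20.8%) against 189 of 1574 (odds ratio 1.93, 1.16 to 3.11; adjusted p = 0.0758), which was not past the threshold after adjustment.

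**Figure D4:**
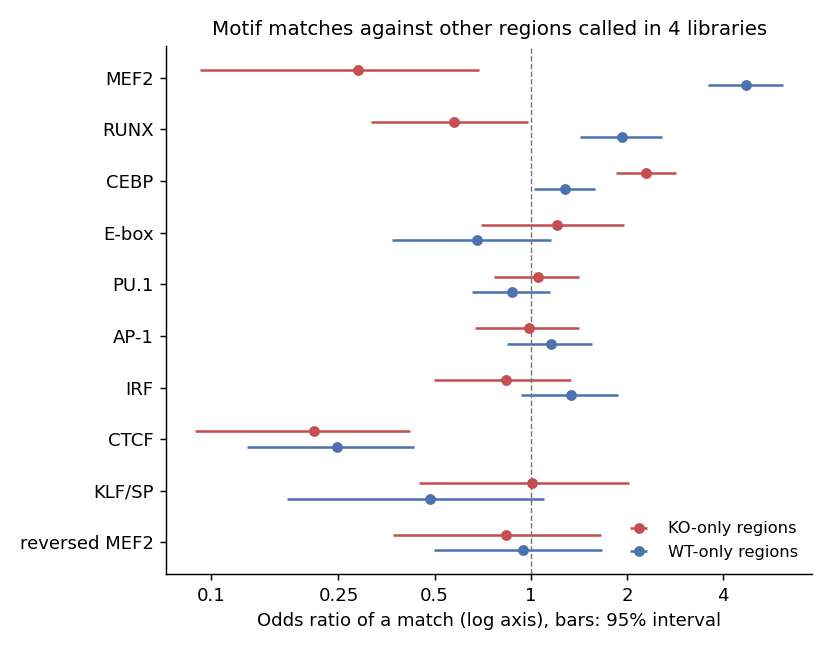
Odds ratio of a motif match within 100 bp of the summit (horizontal axis, log scale, no unit) in KO-only (red) and WT-only (blue) regions against the other regions called in exactly 4 libraries, for 10 of the 12 motifs; bars are 95% intervals and the dashed line marks an odds ratio of 1. MEF2 stands highest in WT-only regions (4.72) and CEBP in KO-only regions (2.29), while the reversed MEF2 pattern stays near 1.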

Values the study reported

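The study reported 9,706 regions that differed in accessibility between MEF2C-KO and WT iMGLs.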

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

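The tests of the peak number of KO replicate 3 and of the peaks on Y in WT replicate 1 were chosen only after the result was seen. In 120 groups of 4 values, 11 had a library set apart from the other 3 by most of the group's range, where about 6 would be expected by chance. Each concerns libraries of the same genotype, for which the design names no difference, so no biological explanation was tested.

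KO replicate 3 had 77251 peaks, while the other KO libraries had 85970 to 87633. A lower depth is a candidate explanation. Its background coverage of 2.47 fragments was the lowest in KO, but WT replicate 4 had 2.33 with more peaks (79857), so depth and other properties of the library cannot be told apart with 1 library per clone. KO replicate 3 also had the highest GC content of its peaks in KO, 51.3% against 50.6% to 50.7%. With the same number of top peaks in each library it was still highest at 51.3%, and the other KO libraries rose to between 50.96% and 51.1%, so the number of peaks may account for most of the gap.

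WT replicate 1 had 71 peaks on Y against 52 to 55 in the other WT libraries. It also had the most peaks in all, but 0.0801% of its peaks were on Y against 0.0656% to 0.0675%, which argues against the number of peaks as the whole explanation. The KO libraries had 0.0752% to 0.0994%. What else set this library apart was not tested.

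WT replicate 4 had a CEBP match in 12.6% of its peaks and the other WT libraries in 12.1% to 12.2%. With the same number of top peaks in each library its share was 12.7%, still the highest, against 12.1% to 12.3%. It no longer met the criterion for a library set apart, but the gap shrank little, so a difference in peak number could account for part of it only.

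The other 7 cases were percentiles of named regions. At MEF2C on chromosome 5 from 88825034, KO replicate 1 was at 8.93 and the other KO libraries at 0.278 to 0.632. At the NR1H3 promoter region from 47268591, which lies in MADD, KO replicate 4 was at 50.99 against 58.4 to 59.6. WT replicate 1 was at 48.1 against 57.5 to 59.3 there. Of the KO-only regions, that on chromosome 20 from 6955846 was at 87.3 in KO replicate 2 and at 73.6 to 74.2 in the other KO libraries. Among the rank-shifted regions, KO replicate 2 was at 65.9 against 92.3 to 97.1 in INTS9, KO replicate 3 was at 44.7 against 69.98 to 73.1 near ADAMTS5, and KO replicate 1 was at 48.8 against 21.9 to 24.0 near UBXN2B. The authors' fold divides the pileup by a local background that differs between libraries, so the authors' normalization is a candidate explanation. By the recovered pileup, 0 of the 7 groups still had a library set apart. The library's gap was still 0.806 of the group's range near UBXN2B, 0.794 at MEF2C and 0.788 in the chromosome 20 region. The groups were picked for a large gap by fold, so a smaller gap by any other measure was likely. The drop therefore does not decide whether the normalization was the cause.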

How the results depend on the processing

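Ranks by the recovered pileup, the number of peaks as a covariate, removal of the trend with GC content and the limit to promoter regions were chosen only after the result was seen. No paired analysis was possible because the labels give a clone name for each library and nothing that ties a KO clone to a WT clone. The study did process the clones in pairs, so spread shared within a pair was not removed. Each alternative named in the methods was run. The cause was not tested except where a reason is given.

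Over 270 comparisons of the principal results with an alternative, 183 kept their direction and their side of the threshold or stayed within the allowed change, 9 were weaker, 5 stronger, 13 reversed and 60 moved. The difference in peak number and in covered length kept to one side of the threshold in every alternative run, as did the odds ratios of MEF2 in WT-only regions (2.85 to 7.03) and RUNX in WT-only regions (1.71 to 2.57). The genotype separation ran from 0.0227 to 0.0351 across the 8 fits that each left out one library. Without KO replicate 2 (0.0239) or KO replicate 3 (0.0252) the exact permutation p was 0.0571.

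KO-only and WT-only regions numbered 323 and 476 when present peaks had to have -log10 q of at least 5 and no peak was allowed elsewhere, which is a stricter criterion. They numbered 1894 and 1720 with 3 or 4 of 4 libraries against 0, and 1700 and 1620 with 4 against 0 or 1, which are looser ones. Leaving out one library gave 683 to 1156 KO-only and 816 to 1123 WT-only regions, with fewer libraries to satisfy.

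The promoter odds ratio of KO-only regions was 0.765 with 1000 bp (adjusted p 0.0967) and 0.701 to 0.909 with one library left out, no longer past the threshold without KO replicate 3 or WT replicate 1. That of WT-only regions was 0.432 against regions called in all 8 libraries (adjusted p 2.50e-26), of which more are promoters, and 0.793 to 0.966 with one library left out, past the threshold without KO replicate 2.

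With promoter regions only, CEBP in KO-only regions had an odds ratio of 1.93 (adjusted p 0.0758) and MEF2 in KO-only regions 0.418, from 120 regions in place of 538. MEF2 in KO-only regions was 0.630 within 200 bp of the summit (adjusted p 0.0779) and 0.8003 over whole regions (adjusted p 0.317), neither past the threshold. RUNX in KO-only regions reversed to 1.03 with promoter regions only. With one library left out it ran from 0.385 to 0.775 and was past the threshold in all fits but that without KO replicate 3. It kept its direction and side of the threshold in 4 of 14 alternatives. The E-box in KO-only regions reversed to 0.819 against regions called in all 8 libraries, 0.827 with promoter regions only and 0.871 without WT replicate 1, within a range of 0.871 to 1.26 with one library left out.

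Rank-shifted regions numbered 2741 (1169 higher and 1572 lower in KO) by -log10 p, 2456 (1059 and 1397) over regions called in 4 or more libraries, 141 (63 and 78) with plain percentiles, 4395 (2020 and 2375) by recovered pileup and 229 (100 and 129) with the number of peaks as a covariate. Leaving out one library gave 100 to 397 in all, 34 to 188 higher and 66 to 231 lower. Of the 408 regions, 384 were also called by -log10 p, 366 by recovered pileup, 212 with the covariate and 137 with plain percentiles.

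The median shift of the DLAM set was 0.0433 by -log10 p and 0.0132 by recovered pileup, and ran from -0.0878 to 0.0509 with one library left out. The microglial set was at 0.00356 by -log10 p, -0.00824 by recovered pileup (adjusted p 0.0423), -0.192 with 1000 bp (6 regions, adjusted p 0.345) and -0.113 to 0.0432 with one library left out. The BAM set was at 0.104 by -log10 p (adjusted p 0.0359), 0.125 by recovered pileup (adjusted p 0.0161), -0.0236 with 1000 bp and -0.0101 to 0.0667 with one library left out. These sets hold few regions with medians near 0. Over the list alone, DLAM regions past the threshold numbered 0 over regions called in 4 or more libraries, 6 by recovered pileup and 0 to 1 with one library left out. BAM regions numbered 0 over regions called in 4 or more libraries, 1 with the covariate and 0 to 3 with one library left out. Over all 16 alternatives they numbered 0 to 4.

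The GPNMB region from 23247437 reversed to -0.0653 without KO replicate 3, within a range of -0.0653 to 0.235 with one library left out. Of 500 comparisons of single regions and of the other motif tests, 34 changed in 13 of 32 results, with 8 weaker, 17 stronger, 4 moved and 5 reversed. Exclusive regions had few fragments, so a missing peak is not a closed region. How their number changes with depth was not tested.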

Other observations

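The counts of splits for KO-only and WT-only regions, the equal-peak test of WT replicate 1, and the fits with the number of peaks as a covariate and with the GC trend removed were chosen only after the result was seen. The match on GC content was among the alternatives set in advance, but its use as a test for CEBP was chosen after.

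The number of rank-shifted regions here was 408. That is lower than the value quoted from the study above. The number of KO-only and WT-only regions here was 1281. That is lower than the value quoted from the study above. The study tested read counts, which were not used here, so the counts answer different questions.

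Of the 35 splits of the 8 libraries, 1 gave as many exclusive regions as genotype, the real one, and the next gave 371. Of the 70 choices of 4 libraries, 2 gave as many regions as KO-only and 1 as many as WT-only. With the same number of top peaks in each library there were 1366 exclusive regions, which argues against the number of peaks as the cause. Of 543 bins of 5 Mb, 0 departed between libraries by 0.3 on the log2 scale (largest 0.251), so 0% of the exclusive regions lay in such a bin, which argues against large copy number changes. In the rank comparison 1 of the 35 splits gave as many regions, and the other 34 gave 0. With the number of peaks as a covariate 229 regions passed and with the GC trend removed 291, so neither trend may be the whole cause, though either could carry part of the count. Effects shared by the KO clones other than loss of MEF2C, such as those of editing or clone selection, were not tested.

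A hypothesis is that WT-only regions include sites that depend on MEF2C. Of the 70 choices of 4 libraries, 1 gave a MEF2 p as small. WT-only was also the largest set, which by itself favours a small p. By share of regions with a match, WT-only was still the highest at 13.3%. The next was the choice of KO 1, KO 4, WT 3 and WT 4 with 7.89% of 38 regions. The reversed pattern had an odds ratio of 0.945, which argues against base composition. Regions called in all 8 libraries that ranked lower in KO, a separate set, had a MEF2 odds ratio of 6.48 (29 of 211 regions; adjusted p 1.75e-12). RUNX, the other motif enriched in WT-only regions, had an odds ratio of 1.56 there (17 of 211 regions; adjusted p 0.211), which was not past the threshold. IRF was past it in the same 211 regions (odds ratio 2.03, 16 regions; adjusted p 0.0386). CTCF (0.0761, adjusted p 0.000425) and KLF/SP (0 of 211, adjusted p 2.30e-06) were depleted there. Both were also depleted in regions that ranked higher in KO (0.164 and 0.0635, adjusted p 0.00467 and 6.09e-05). The share of peaks with a MEF2 match was 2.52 ± 0.0881% in KO and 3.09 ± 0.102% in WT (SD, n = 4 each; exact permutation p = 0.0286, the smallest possible, and 0.171 adjusted over 12 motifs). The reversed pattern also reached exact permutation p = 0.0286, with a smaller difference (1.35% and 1.43%), so this last test is weak by itself. These values are consistent with loss of accessibility at MEF2 sites in KO, found and tested on the same libraries.

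CEBP sites may gain accessibility in KO. Of the 70 choices of 4 libraries, 1 gave a CEBP p as small in the regions exclusive to it. A p depends on set size, and KO-only held 538 regions where no mixed choice held more than 352. By share, KO-only (25.28%) was not the highest. The mixed choices above it were small, with 30.5% of 59, 27.3% of 22 and 25.35% of 71 regions. The largest mixed choice had 13.1% of 352, and WT-only 15.9% of 743. The count by p is therefore weak by itself. With the background matched on GC content the odds ratio was 2.18, which argues against GC content. Regions called in all 8 libraries that ranked higher in KO had an odds ratio of 2.19 (46 of 197 regions; adjusted p 9.49e-05). Those that ranked lower in KO had 1.10 (28 of 211 regions; adjusted p 0.894), and the region with the largest loss held a CEBP match too. By library, a CEBP match was in 12.9 ± 0.352% of KO peaks and 12.3 ± 0.254% of WT peaks (SD, n = 4 each). The genotypes overlapped in this share (exact permutation p = 0.0857, and 0.257 adjusted over 12 motifs). This test over clones therefore showed no clear difference. A motif match does not say which factor binds, and no factor was measured here.

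WT replicate 1 lay between the genotypes by presence of peaks and on the first principal component of the ranks, but not by recovered pileup, where it was closer to each WT library (chi-square per region 1.14 to 1.396) than to any KO library (1.88 to 2.16). When it was left out of the definition, it held 53.5% of the KO-type regions, against 21.2% to 28.9% for the other WT libraries. By the same measure the KO libraries held 49.7% to 74.1%. It also held 82.0% of the WT-type regions, against 66.2% to 80.4% for the other WT libraries, so it was not short of those. It had the most peaks, but with the same number of top peaks it still held 41.6% of the KO-type regions against 23.9% to 28.4%. This argues against the number of peaks as the whole cause. Its share of WT-type regions was then 70.3%, against 72.3% to 81.1%. A mixture with KO cells could lower its share of peaks with a MEF2 match, which was 3.11% and within the range of the other WT libraries, 2.9497% to 3.20%. The KO libraries averaged 2.52%, so a minor share of KO cells could leave the value in that range. A mixture is therefore not ruled out. The library's share of peaks on Y, 0.0801%, lay within the KO range of 0.0752% to 0.0994%. What placed it there by presence and rank stays open.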
